A study of Homo sapiens with 2 samples. Its data were reported in "Single-Cell Transcriptomic Profiling Reveals Dual Antitumor and Adaptive Resistance Mechanisms of a Novel HSP90 Inhibitor, SP11, in T-Cell Acute Lymphoblastic Leukemic Cells and DLA Mouse Model" (2026).

How the data were processed

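Single-cell RNA-seq was measured in 2 libraries, 1 of untreated control cells and 1 of cells treated with SP11 at 0.8 µM for 48 h. The labels name both as MOLT4, and groups were taken from the labels' treatment field. The authors deposited, for each library, a matrix of UMI counts per gene and barcode with its gene and barcode names. A UMI is a tag that marks 1 captured RNA molecule, so the deposited counts are molecules and had not been normalized. Per the file headers the matrices came from Cell Ranger 7.1.0, and the submitters' processing notes name GRCh38 (hg38) as the genome build. That version counts reads in introns as well as exons by default, and whether the default was kept is not given in the sources used here. Reads in introns make the counts of a gene depend on unspliced RNA too. The matrices hold 36601 genes, with the same order in both libraries.

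Barcodes with at least 200 detected genes and at most 20% mitochondrially encoded UMIs were kept, following the study's methods. Doublets, barcodes that hold more than 1 cell, were called with Scrublet in scanpy 1.11.5 and kept in the main values, because the study's methods name no doublet removal. Scrublet called 27 control and 25 SP11 barcodes.

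For each gene, UMIs were summed over kept cells and divided by all UMIs of those cells, and this share is given on the usual CPM scale. The log2 ratio is that of SP11 CPM to control CPM. Its 95% interval comes from the exact (Clopper-Pearson) interval of the split of the gene's UMIs between both libraries. A single CPM carries an exact Poisson interval and a share of cells an exact binomial interval. Where a gene had 0 UMIs in a library, the limit is 3 counts of that library's total, which is 0.155 CPM in control and 0.316 CPM in SP11. All these intervals and limits cover counting error only. With 1 library per group, the cells are not replicates, so no test between groups was possible and no p-value is given. A gene was treated as measured with 50 or more UMIs over both libraries, which 12128 genes reached. A difference of at least 1.5-fold was used as a size, not as a call.

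Gene lists and cell type marker lists were fixed before the data were examined, together with the rule for named genes. That rule takes the genes the study discussed, the 10 genes with the highest and the 10 with the lowest ratio among those with 200 or more UMIs in the library where they are higher, up to 2 members from each end of every other list, and the 10 leading genes of each described cluster. It leaves out clone-based names, mitochondrially encoded genes at the ends of the ranking, and sex-linked marker genes. Some genes that the rule takes are not reported here. A list's median log2 ratio is given with its percentile among 10000 random lists matched on mean CPM in 20 bins, as a description of these libraries. Its 95% counting interval comes from 1000 Poisson redraws of the counts.

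Clusters were made with Seurat 5.3.0 (R 4.3.3) in each library alone, with log-normalization to 10000, 2000 variable features, 10 principal components and resolution 0.5. Leading genes of a cluster are the 10 with the highest ratio of CPM in the cluster to CPM in the rest of the library, among genes with 20 or more UMIs in the cluster. Phases came from Seurat's CellCycleScoring with 43 S and 54 G2M genes, in each library alone. For shares of cells with a UMI, each cell was thinned to 4400 UMIs, which left out 90 control and 83 SP11 cells with fewer. Gene positions, intronic length, exonic length and GC content were taken from GENCODE 44 on GRCh38, which holds 99.7% of the measured genes by identifier.

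The alternatives fixed before the data were examined were TMM factors (edgeR 4.0.16) and DESeq2 1.42.0 size factors computed on the counts, totals without mitochondrially encoded genes, an equal weight for every cell, all barcodes, a mitochondrial maximum of 10%, a minimum of 500 genes, removal of Scrublet calls, other minimums for list members, resolutions of 0.3 and 0.8, 20 principal components, joint clustering and joint scoring, and other thinning depths. Removal of low-UMI clusters, removal of SP11 cluster 5, subtraction of the trend with intronic length, and phase shares over all barcodes or without Scrublet calls were added after the data were seen. The interval and ratio code was tested on simulated data for the comparison of SP11 with control, run on 12128 genes with 200 of them changed. The 95% interval held the simulated value for 95.5% of the changed genes, and the median estimates were 0.99 for 2-fold and 2.03 for 4-fold on the log2 scale. The mouse experiment of the study was not analysed here.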

Results

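Single-cell profiles of untreated control cells and of SP11-treated cells were compared to describe which transcripts differ between them. SP11 is a small molecule that the study describes as an inhibitor of HSP90, a chaperone that keeps many signalling proteins folded. The cells are labelled MOLT4, an established line of T-cell acute lymphoblastic leukemia. Each group had 1 library, so no difference below has a replicate check, and every value compares these libraries rather than the conditions. The study's methods mention replicates, and whether a library pooled several cultures is not stated. The control matrix held 1076 barcodes with 19512669 UMIs, and the SP11 matrix held 864 barcodes with 9561360 UMIs. The filters stated by the study left 1053 control and 852 SP11 cells. The study kept fewer control cells, and no further filter is stated that would account for it. No barcode had under 200 genes, and 23 control and 12 SP11 barcodes exceeded 20% mitochondrial UMIs. Kept control cells had a median of 17711 UMIs (quartiles 13499 and 22781) and 5105 genes, and kept SP11 cells a median of 10489 UMIs (quartiles 7388 and 13966) and 3457 genes. The median mitochondrial share was 8.94% in control and 5.51% in SP11.

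Transcripts that mark T-lineage cells were close to 0 in both libraries. Of 31 T-lineage markers, all present in the gene list of the files, 17 had 0 UMIs in control and 22 had 0 in SP11. CD3D, CD3G, CD7, TRBC1, TRBC2, DNTT and BCL11B were among those at 0 in both, which allows up to 0.155 CPM in control and 0.316 CPM in SP11. These genes encode parts of the T-cell receptor complex and other T-lineage proteins. Only CD4 reached 10 CPM in both libraries, at 66.7 CPM in control and 37.7 CPM in SP11, and CD4 is also made by monocytes. LAT lay at 4.75 CPM and 7.26 CPM. The remaining 29 markers, a set without CD4 and LAT that was chosen after their values were seen, summed to 92 UMIs or 4.75 CPM in control (95% Poisson interval 3.83 to 5.82) and to 20 UMIs or 2.11 CPM in SP11 (1.29 to 3.25). None of the 963 control cells or 769 SP11 cells thinned to 4400 UMIs had UMIs of 2 of these 29 genes.

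Some markers of granulocyte precursors and monocytes were abundant instead. ELANE, a granule protease, lay at 1110 CPM in control and 477 CPM in SP11, and LYZ, lysozyme, at 241 CPM and 736 CPM. ELANE and LYZ, and the group of granule genes counted below, were chosen after their values were seen. AZU1, another granule protein, lay at 437 CPM and 94.2 CPM, and PRTN3 at 263 CPM and 97.6 CPM. At equal depth, 98.7% of control cells (97.7 to 99.3) and 89.3% of SP11 cells (86.9 to 91.4) had a UMI of ELANE, AZU1 or PRTN3. Of the 31 monocyte or macrophage markers, 16 reached 10 CPM in control and 15 in SP11. Of the 11 neutrophil or granulocyte precursor markers, 5 and 6 did so. Among the markers below 10 CPM, MPO had 3 UMIs in control and 5 in SP11, and LTF had 1 and 2. CD14 had 3 and 20, CSF1R had 9 and 22, and MRC1 had 0 in both. Dendritic cell, megakaryocyte, epithelial and fibroblast lists had 0 measured members, and the B cell, NK cell, erythroid and endothelial lists had 3, 2, 2 and 1.

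**Figure D1:**
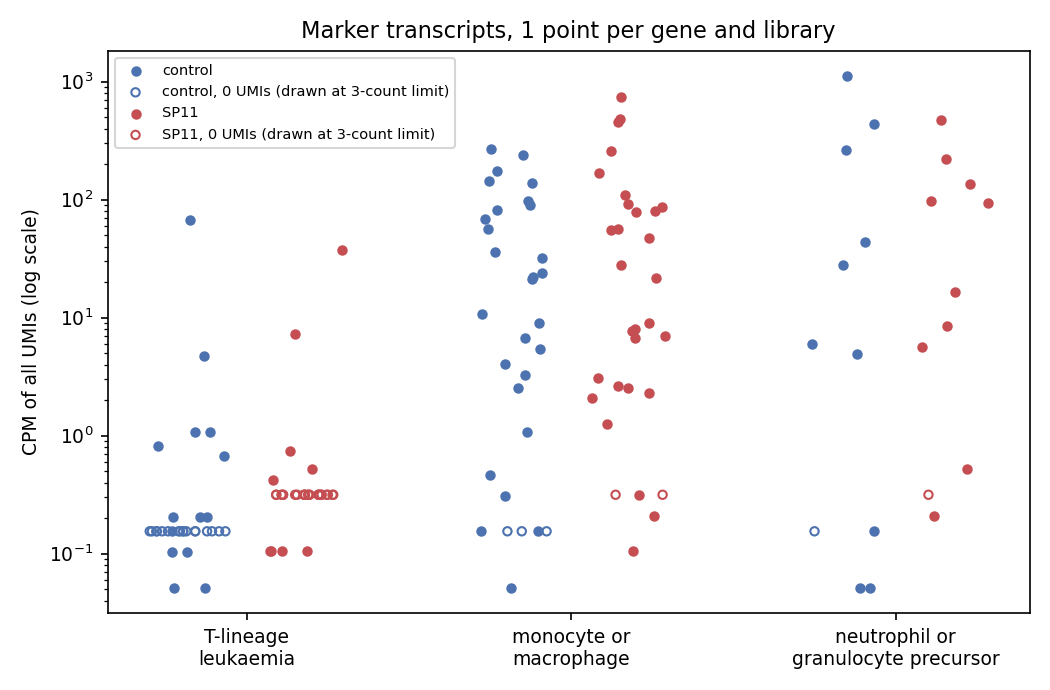
CPM of each marker gene on a log scale, with 1 point per gene and library; open points are genes with 0 UMIs, drawn at the limit of 3 counts. T-lineage markers other than CD4 lie below 10 CPM, while ELANE reaches 1110 CPM in the control library.

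Most measured genes had a lower CPM in the SP11 library. The median log2 ratio of all 12128 measured genes was -0.35, and TMM and DESeq2 scaling brought that median to -0.01 and 0.01. Ratios below are of CPM, and a value relative to the median gene is given where the scaling matters. On the CPM scale 1298 measured genes were at least 1.5-fold higher and 4662 at least 1.5-fold lower in SP11. Ratios were lower for genes with longer introns, with a Spearman correlation across 12081 genes of -0.35, and genes are not independent replicates. The median ratio was 0.12 in the bin of genes with a median intronic length of 1134.5 bases and -1.02 in the bin with 357856 bases, while the bin of genes with almost no intron had a median of -0.15.

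**Figure D2:**
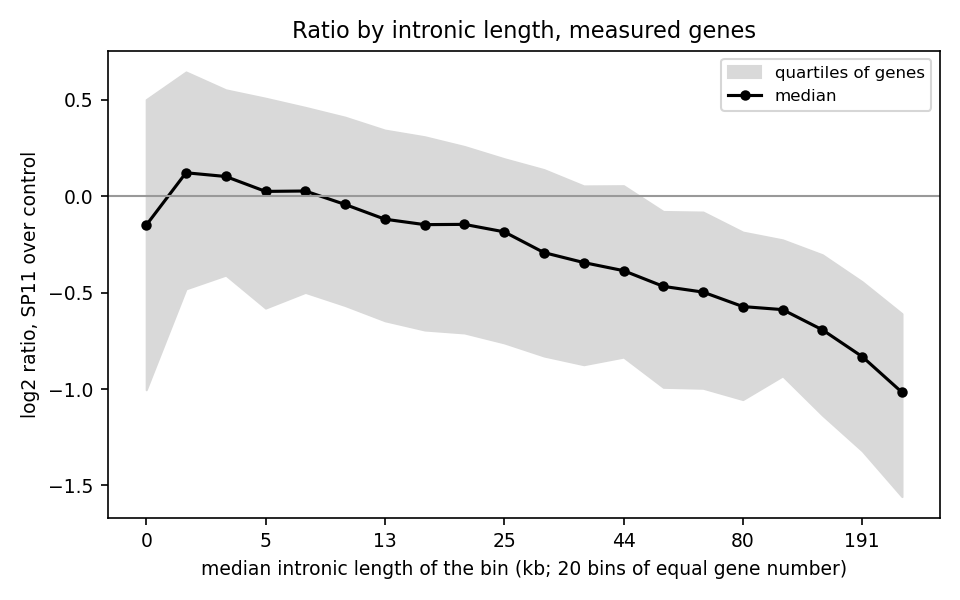
Median log2 ratio of SP11 to control and quartiles of genes in 20 bins of intronic length, each of 604 or 605 genes. The median is -0.15 in the bin with the least intron, 0.12 in the next and -1.02 in the last.

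The oncogenic regulators that the study followed were mostly lower in the SP11 library, with NFKB1 as the exception. BCL2, which blocks apoptosis, lay at 99.3 CPM in control and 40.8 CPM in SP11, a log2 ratio of -1.28 (95% interval -1.44 to -1.12). MYC, a transcription factor that drives growth, lay at 125 CPM and 82.2 CPM, a log2 ratio of -0.61 (-0.73 to -0.49). Relative to the median gene, the ratio of MYC was -0.26 and that of BCL2 -0.93. TGFB1 had a log2 ratio of -1.46 (-1.65 to -1.27) and PIK3CA one of -1.31 (-1.58 to -1.04). NFKB1 was higher, at 49.9 CPM in control and 76.6 CPM in SP11, a log2 ratio of 0.62 (0.48 to 0.76). On the CPM scale 4 of these 5 genes were at least 1.5-fold lower and 1 at least 1.5-fold higher, and the list's median was at the 0.09 percentile of random lists. The study reported this list from these same libraries, so it is not independent evidence of a direction, and the same holds for the cluster genes that it named. The BCL2 gene spans 63123346 to 63320128 of chromosome 18 on the minus strand (GRCh38), with 184171 bases of intron, and MYC spans 127735434 to 127742951 of chromosome 8 on the plus strand, with 1409 bases of intron. The intronic length bin that holds BCL2 had a median log2 ratio of -0.83. Once the trend with intronic length was subtracted, BCL2 was at -0.45, which is under 1.5-fold. MYC was then at -0.73, TGFB1 at -0.99, PIK3CA at -0.74 and NFKB1 at 1.21.

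At equal depth, 39.1% of control cells (36.1 to 42.3) and 28.2% of SP11 cells (25.1 to 31.5) had a MYC UMI. Without thinning the shares were 71.8% and 47.7%. For BCL2 the thinned shares were 28.7% (25.8 to 31.6) and 18.1% (15.4 to 21.0), and the unthinned shares were 62.7% and 30.5%. NFKB1 went the other way, from 19.1% (16.7 to 21.7) of control cells to 27.3% (24.2 to 30.6) of SP11 cells. HSP90AA1 was detected in 939 of 963 thinned control cells and in 768 of 769 thinned SP11 cells. Neither library held a cell type that should lack these genes, so the share that free RNA adds was not measured. Cells with UMIs of MYC, BCL2 and HSP90AA1 together made up 12.1% of thinned control cells (10.2 to 14.4) and 6.11% of thinned SP11 cells (4.52 to 8.04). Independent detection would give 10.9% and 5.09%, both within those intervals at this depth. At a lower depth in control, and without thinning in both libraries, the share lay above that of independent detection.

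Among the stemness genes, BMI1, a Polycomb protein, was lower in SP11, with 281 CPM in control, 109 CPM in SP11 and a log2 ratio of -1.37 (-1.47 to -1.28). CD44, a surface adhesion receptor, differed little on the CPM scale, at 96.6 CPM and 109 CPM with a log2 ratio of 0.17 (0.06 to 0.28). With TMM and DESeq2 scaling the ratio of CD44 was 0.52 and 0.54, and 0.74 once the trend with intronic length was subtracted. At equal depth CD44 was detected in 33.4% of control and 33.6% of SP11 cells. KLF4 had 36 and 37 UMIs and a log2 ratio of 1.07 (0.37 to 1.77). ALDH1A1, with 23 and 17 UMIs, was below the minimum for measured genes. The list's median was -0.22, at the 51.7 percentile of random lists, and above 0 with TMM or DESeq2 scaling. Of the HSP90 clients, HSF1 had a log2 ratio of -0.11 (-0.28 to 0.06) and HIF1A one of -0.06 (-0.21 to 0.09). Both ratios are above 0 with TMM or DESeq2 scaling. NOTCH1 had a log2 ratio of 0.51 (0.20 to 0.82). NOTCH3, which was put on this list here, had 4 UMIs in each library. The median of the client list, which also holds BCL2, was -0.08, at the 71.5 percentile, and above 0 with TMM or DESeq2 scaling.

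**Figure D3:**
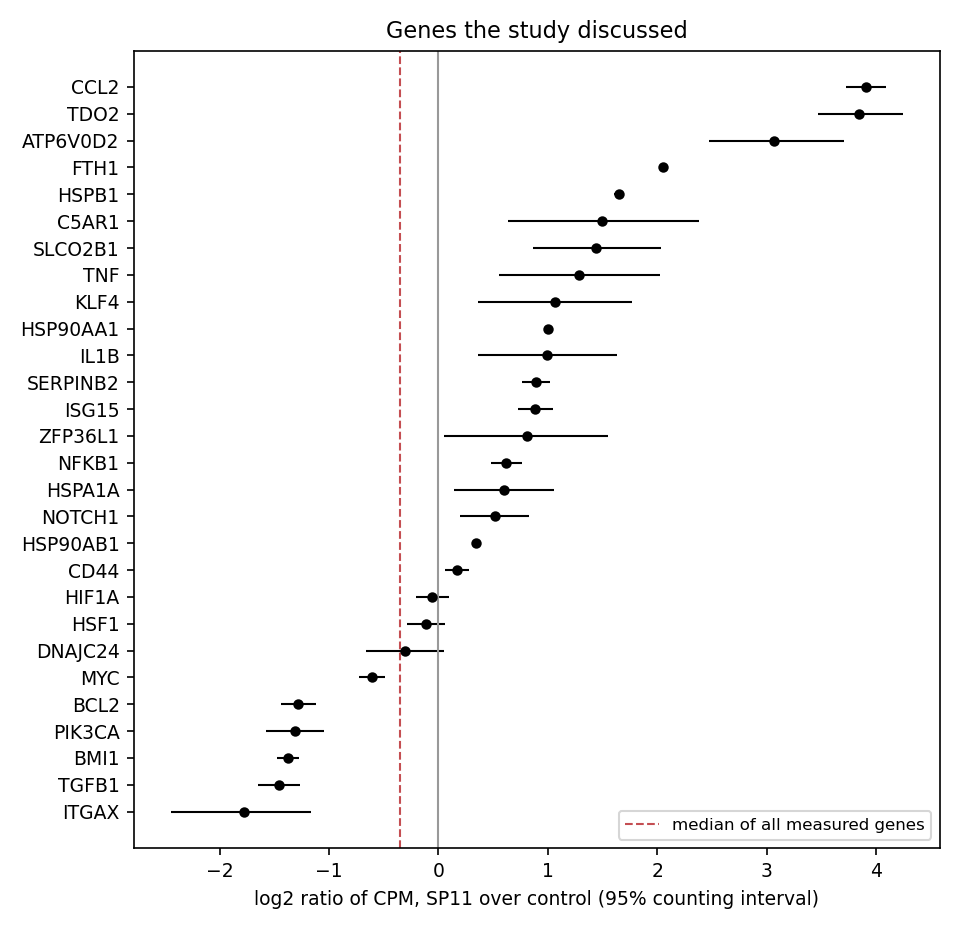
Log2 ratio of CPM, SP11 over control, for the 28 measured genes that the study discussed, with 95% counting intervals. The dashed line is the median of all measured genes (-0.35); BCL2 (-1.28) lies to its left and HSP90AA1 (1.01) to its right.

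Heat shock genes were higher in the SP11 library. HSP90AA1, the inducible cytosolic HSP90, lay at 1063 CPM in control and 2133 CPM in SP11, a log2 ratio of 1.01 (0.98 to 1.03). HSPB1, a small heat shock protein, lay at 307 CPM and 965 CPM, a log2 ratio of 1.65 (1.60 to 1.70). HSPA8 had a log2 ratio of 1.06 (1.02 to 1.10), HSP90AB1 one of 0.34 (0.32 to 0.36), HSPA1A one of 0.60 (0.15 to 1.06) and DNAJC24 one of -0.30 (-0.67 to 0.05), which is above 0 with TMM or DESeq2 scaling. HSPA1A shares most of its sequence with HSPA1B, so its count is uncertain. Of 21 measured HSF1 heat shock response genes, 10 were at least 1.5-fold higher and 0 lower (15 and 0 relative to the median gene). The median of 0.56 was at the 99.97 percentile of random lists, or the 96.8 percentile once the trend with intronic length is subtracted. BAG3 (-0.42) and HSPA4L (-0.58) had the lowest ratios. The study's own 5 heat shock genes had a median of 0.60, at the 95.3 percentile. HSP90AA1 spans 102080742 to 102139699 of chromosome 14 on the minus strand.

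Other stress groups differed to varying degrees. Of 31 proteasome subunits, 15 were at least 1.5-fold higher and 0 lower, from PSMD12 (-0.35) to PSMA7 (1.21), with a median of 0.55 at the 99.98 percentile. Endoplasmic reticulum chaperones and unfolded protein response genes had a median of 0.23 at the 96.8 percentile, with 4 of 19 at least 1.5-fold higher and 2 lower (9 and 0 relative to the median gene). DNAJB11 (0.92) and SYVN1 (-0.73) marked its ends, and the percentile is 83.1 once the trend with intronic length is subtracted. The integrated stress response list had a median of -0.12 at the 81.0 percentile, with 1 of 16 higher and 6 lower (2 and 4 relative to the median gene), among them DDIT4 (-3.39) and VLDLR (-2.26). That median is above 0 with TMM or DESeq2 scaling, and its percentile is 23.5 once the trend with intronic length is subtracted. NRF2 and iron response genes had a median of 0.43 at the 98.9 percentile, with 4 of 15 higher and 1 lower (9 and 0 relative to the median gene). HMOX1, the heme-degrading oxygenase, had 27 UMIs in control and 216 in SP11 (log2 ratio 4.03, 3.45 to 4.66), and FTH1, the ferritin heavy chain, had a log2 ratio of 2.06 (2.03 to 2.08).

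Genes of cholesterol synthesis were lower in the SP11 library as a group. Of 19 measured members, 16 were at least 1.5-fold lower and 0 higher, and the median log2 ratio of -1.63 lay below all 10000 random lists. INSIG1, a sterol sensor, lay at 251 CPM in control and 27.2 CPM in SP11, a log2 ratio of -3.21 (-3.39 to -3.03), and MSMO1, a sterol oxidase, had a log2 ratio of -3.22 (-3.82 to -2.67). PMVK (0.49) and EBP (-0.12) had the highest ratios. NF-kB targets were higher, with 12 of 16 at least 1.5-fold higher and 0 lower, and their median of 1.22 lay above all random lists. CXCL2 (2.17) and CCL4 (1.94), both chemokines, had the highest ratios, and REL (-0.44) the lowest. In control, 38 of the 40 CCL4 UMIs came from 1 cell, so the CCL4 ratio depends on this cell. The same cell held 45 of the 76 control UMIs of CCL3, another member of this list. Interferon-stimulated genes had a median of 0.89, above all random lists, with 5 of 9 higher and 0 lower. IFIT3 (1.87) and IFI6 (1.75) were highest.

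Apoptosis and growth lists went in both directions. Of 14 measured BCL2 family genes, 2 were at least 1.5-fold higher and 5 lower (4 and 3 relative to the median gene), with a median of -0.42 at the 41.6 percentile. MCL1, which also blocks apoptosis, had a log2 ratio of 0.79 (0.60 to 0.97), BAK1 one of 1.28 (1.01 to 1.55) and BBC3 one of -3.14 (-4.49 to -2.06). The p53 targets had a median of -0.43 at the 45.5 percentile, with 2 of 17 higher and 4 lower (3 and 2 relative to the median gene); CDKN1A had 41 and 71 UMIs (1.82, 1.25 to 2.41). The MYC targets and ribosome biogenesis genes had a median of 0.33 at the 96.7 percentile, with 10 of 27 higher and 0 lower (17 and 0 relative to the median gene). PA2G4 (1.33) was among the higher genes. Once the trend with intronic length is subtracted the percentile is 68.8. NOTCH targets had a median of -0.61 at the 52.97 percentile, with 1 of 5 higher and 3 lower (1 and 1 relative to the median gene). That list includes MYC.

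**Figure D4:**
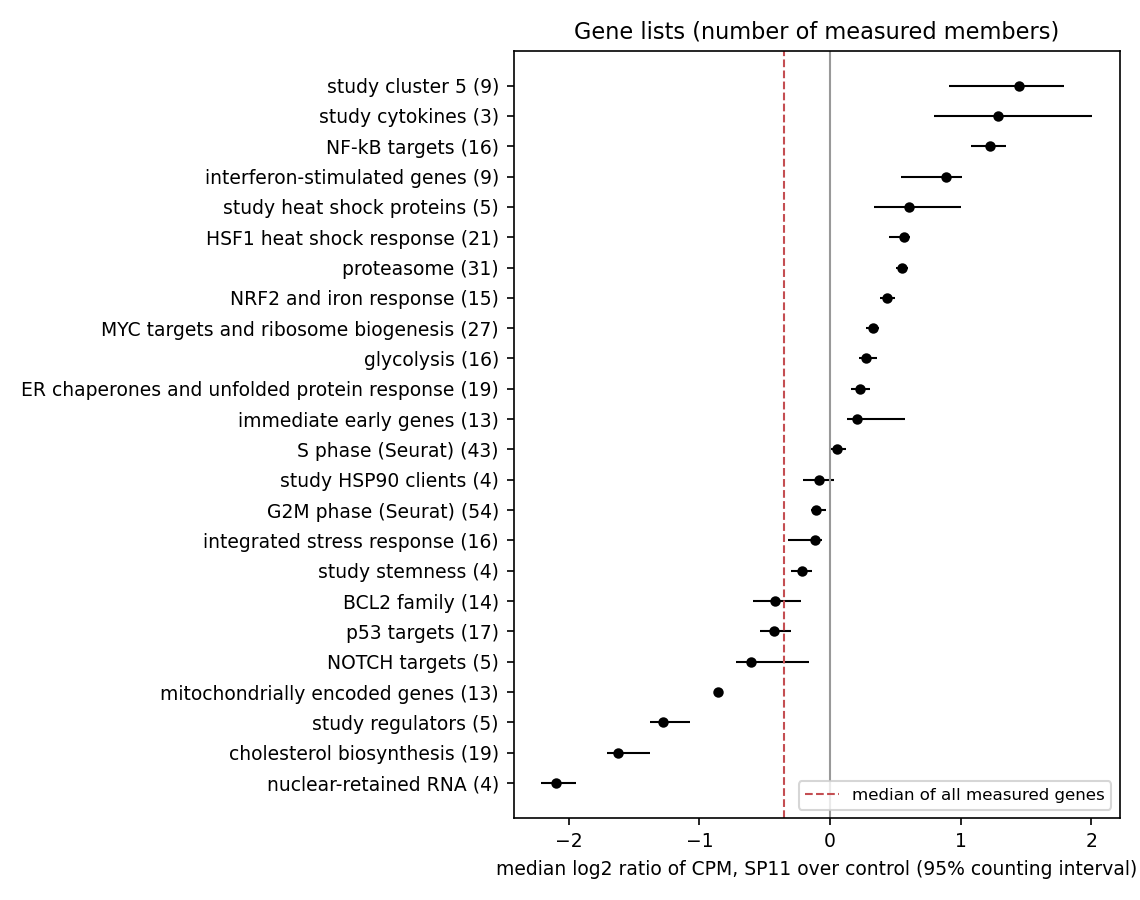
Median log2 ratio of CPM, SP11 over control, of each gene list with its number of measured members and a 95% counting interval. Cholesterol biosynthesis lies at -1.63 and NF-kB targets at 1.22; the dashed line is the median of all measured genes.

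The ends of the ranking of well-counted genes held other kinds of genes. S100A8, a calcium-binding protein of neutrophils and monocytes, had 96 UMIs in control and 2081 in SP11, a log2 ratio of 5.47 (5.17 to 5.78). HMOX1, CCL2 (3.90), TDO2 (3.85), LFNG (2.91), NT5DC2 (2.86), IFI30 (2.70), NDUFA3 (2.29) and MT2A (2.29) followed. Without SP11 cluster 5, described below, S100A8 was at 4.69, HMOX1 at 3.38 and TDO2 at 2.13. In control, 61 of the 64 TDO2 UMIs came from 1 cell. CCL2 is a chemokine and TDO2 breaks down tryptophan. RAC3, a small GTPase, had 503 UMIs in control and 1 in SP11, a log2 ratio of -7.95 (-13.25 to -5.46). PLPPR3 (-5.89), LINC00906 (-5.78), HIST1H3B (-4.82), VLDLR-AS1 (-4.74), OLMALINC (-4.67), C9orf139 (-4.37), HIST1H3C (-4.35), FRG1-DT (-4.34) and PPDPF (-4.20) were the other lowest.

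Phase scores placed more SP11 cells in G2M. The G2M share was 33.3% of control cells (30.5 to 36.3) and 42.1% of SP11 cells (38.8 to 45.5), and at equal depth it was 32.9% and 40.4%. The G1 share was 33.9% (31.04 to 36.85) in control and 26.8% (23.8 to 29.9) in SP11, with 41.2% and 28.6% at equal depth and 40.2% and 17.3% when both libraries were scored together. The S share was 32.8% and 31.1%, and its order turned at equal depth, to 25.9% and 30.9%. The summed CPM of the lists differed less, with 6270 CPM in control and 6564 CPM in SP11 for G2M genes and 3995 CPM and 4412 CPM for S genes. The G2M list's median ratio was -0.11, at the 56.0 percentile, and above 0 with TMM or DESeq2 scaling; CDC20 (1.66) and CDC25C (-1.68) marked its ends. The S list's median was 0.06, at the 94.0 percentile, or the 75.4 percentile with the trend subtracted. Phase calls also read free RNA, which was not measured, and no rate of cycling is read from them alone.

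Each library formed 6 clusters. No cluster had T-lineage markers among its leading genes, and none met the conditions for a cell type name. In control, SPP1, CCL4 and TDO2 led cluster 0, the largest with 289 cells, and S100A8, IL1B, S100A9 and MMP1 were among its leading genes. S100A9 lay at 75.5 CPM there against 14.0 CPM in the rest of the library, and MMP1 at 128 CPM against 26.1 CPM. Histone genes such as HIST1H1B led control cluster 2, and PIF1 and UBE2C, mitotic genes, led control cluster 3. In SP11, PIF1 and TOP2A led cluster 1 and HIST1H4C with CXCL10 led cluster 3. Both libraries had a cluster of shallow barcodes, control cluster 5 with 76 cells and a median of 787.5 UMIs and SP11 cluster 4 with 70 cells and a median of 1826 UMIs. When the libraries were clustered together, each of the 9 clusters drew at least 96.7% of its cells from 1 library.

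SP11 cluster 4 held 3 MYC UMIs in 3 cells, or 18.0 CPM (3.70 to 52.5), where the CPM of the rest of the library would give 13.9 UMIs. It held 1 BCL2 UMI, where 6.93 would be expected. Its median mitochondrial share was 1.78%, and FTH1 lay at 10969 CPM. SP11 cluster 5 had 20 cells, 2.35% of the library (1.44 to 3.60), with a median of 14393 UMIs. It held 1 BCL2 UMI, or 3.58 CPM (0.09 to 19.97), against 41.98 CPM in the rest of the library, and 17 MYC UMIs, or 60.9 CPM (35.5 to 97.54). In SP11 clusters 0 to 3 MYC lay between 44.7 CPM in cluster 3 and 104 CPM in cluster 2, and BCL2 between 29.8 CPM in cluster 2 and 54.2 CPM in cluster 1. In control, MYC lay between 81.2 CPM and 175 CPM over the 6 clusters.

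**Figure D5:**
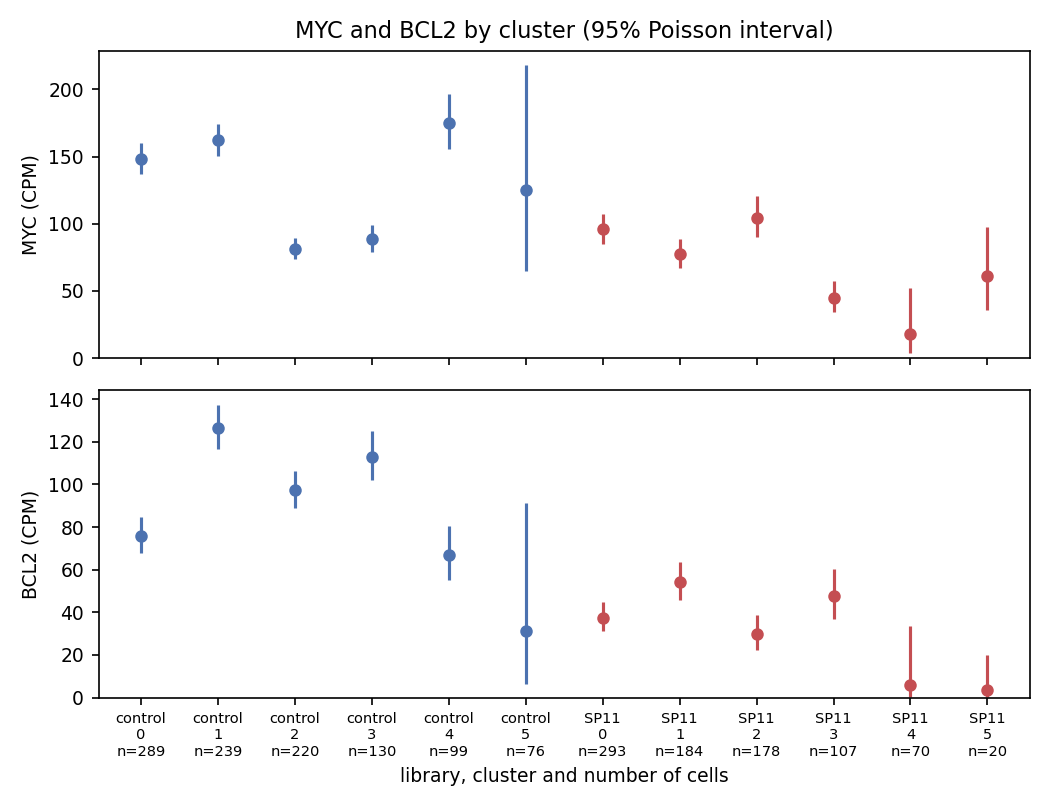
MYC and BCL2 CPM in each cluster of each library, with 95% Poisson intervals and the number of cells. BCL2 is at 3.58 CPM in SP11 cluster 5, and the intervals of the shallow control cluster 5 and SP11 cluster 4 are wide.

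The leading genes of SP11 cluster 5 were ATP6V0D2, SLC26A11, TDO2, MMP1, S100A12, C1QA, FABP4, FMN1, S100A9 and SLCO2B1. ATP6V0D2 is a proton pump subunit of osteoclasts and macrophages, and C1QA is a complement protein of macrophages. ATP6V0D2 lay at 373 CPM in the cluster and at most 11.98 CPM in any other SP11 cluster, TDO2 at 1140 CPM and at most 114 CPM, and FTH1 at 26606 CPM and at most 10969 CPM. ITGAX lay at 50.2 CPM and at most 2.59 CPM, and all 13 genes that the study named for its cluster had their highest CPM among SP11 clusters in cluster 5. ELANE was lower there, at 96.8 CPM against 488 CPM in the rest of the library. At resolution 0.8, without Scrublet calls or in joint clustering, the cells of cluster 5 fell in larger clusters, with 15.8%, 17.7% and 10.2% of SP11 cells. Scrublet called 0 of the 20 cells of cluster 5, so that setting removed other cells only. Under the other settings run, 17 to 20 of them stayed in a cluster of their own. Over whole libraries, 8 of the 9 measured genes that the study named for its cluster were at least 1.5-fold higher in SP11 and ITGAX was lower (-1.78). Without cluster 5 the log2 ratio of ATP6V0D2 was 0.12 in place of 3.07, that of TDO2 2.13 in place of 3.85, that of SLCO2B1 0.58 in place of 1.44, that of C5AR1 0.14 in place of 1.49, that of ITGAX -2.92 in place of -1.78, and that of ZFP36L1 -0.06 in place of 0.81. The median of the list over all cells was 1.44, above all random lists, and 0.58 without cluster 5. Of the cytokines that the study followed, CCL2, TNF and IL1B had enough UMIs for a ratio. The study compared their expression between resistant and non-resistant cells, and it measured IL-6 as secreted protein. The RNA values here come from other samples or another measure, so they do not test those results. TNF had 31 UMIs in control and 37 in SP11, and IL1B had 45 and 44. The median log2 ratio of the cytokine list was 1.28, at the 99.7 percentile. IL4, IL6 and IFNG had 0 UMIs in both libraries, CSF1 had 2 and 0, and IL10 had 2 and 5.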

Values the study reported

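The study reported 1076 captured control cells and 864 captured SP11-treated MOLT4 cells. It excluded cells below 200 detected genes or above 20% mitochondrial expression and kept 943 control and 850 treated cells. It described fewer control clusters than SP11 clusters.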

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

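Values after removal of low-UMI clusters or SP11 cluster 5, after subtraction of the intronic length trend, and phase shares without Scrublet calls or over all barcodes were chosen after the data were seen. The direction of the MYC, BCL2 and HSP90AA1 ratios and of the HSF1 heat shock response median held under all settings run. With TMM and DESeq2 factors the log2 ratio of MYC was -0.26 and -0.24, that of BCL2 -0.94 and -0.92, that of HSP90AA1 1.35 and 1.37, and the median of the HSF1 heat shock response 0.91 and 0.93. MYC then differed by under 1.5-fold, since those factors put the median gene near 0. With equal weight for every cell BCL2 was at -1.06 and HSP90AA1 at 0.96, without mitochondrial genes in the totals HSP90AA1 was at 0.95, and with a mitochondrial maximum of 10% it was at 0.96. After subtraction of the intronic length trend, the ratio of MYC was -0.73, of BCL2 -0.45 and of HSP90AA1 1.47. Without SP11 cluster 5 the log2 ratio of ZFP36L1 was -0.0579, because that cluster holds many of its few UMIs. Of 275 further values of 25 genes, 214 stayed within the counting interval, 60 left it and 1, that of ZFP36L1, turned from at least 1.5-fold higher to below 0. HSF1, HIF1A and DNAJC24, all under 1.5-fold in the main setting, changed sign with TMM, DESeq2 and the length trend. Of 253 values of 23 further lists, 179 stayed and 74 left it. The study's stemness and client lists and the G2M list changed sign with TMM, DESeq2 and the length trend, the integrated stress response list with both scalings, and the stemness list also with members of 1 UMI or more.

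The G2M share was higher in SP11 under all settings run. The difference in S share, SP11 minus control, was -1.66 percentage points in the main setting, 5.09 with thinning, 12.6 with both libraries scored together and 5.59 without Scrublet calls, so its direction is not settled, and the cause was not tested. The difference in G1 share was -7.14 points and became -12.6, -22.9 and -13.1 under the same settings. The number of clusters stayed within 1.5 times 6 under all settings run. The cells of SP11 cluster 5 fell in a cluster with 15.8% of SP11 cells at resolution 0.8, 17.7% without Scrublet calls and 10.2% in joint clustering, and the cause was not tested. Scrublet had called 0 of those cells. Cells with MYC, BCL2 and HSP90AA1 UMIs together were 5.42% of control and 1.61% of SP11 cells when thinned to 2200 UMIs (3.55% and 1.53% if detected independently) and 50.05% and 17.7% without thinning (43.8% and 14.4%), so this share depends on depth. The other 10 shares of cells also moved with depth. No cluster was named for another cell type, so the planned values without such clusters could not be made.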

Other observations

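The tests of explanations in this part were chosen after the results were seen, and so were the group of ELANE, AZU1 and PRTN3 and the 10 genes taken from the study's list. The full gene lists were fixed before the data were examined. Many macrophage markers were higher in SP11, while AZU1 and PRTN3, granule proteins, were lower. Of 23 measured monocyte or macrophage markers, 12 were at least 1.5-fold higher in SP11 and 5 lower, and the median log2 ratio of 0.61 lay above all 10000 random lists. TYROBP (2.03) and FCGR1A (1.99) had the highest ratios, and ITGAX (-1.78) and MARCO (-1.72) the lowest. Part of the count of higher genes depends on SP11 cluster 5. Without that cluster C5AR1 was at 0.14 in place of 1.49, and 44 of the 76 C1QA UMIs in SP11 came from it. TYROBP was then at 1.57, FCGR1A at 1.97, ITGAX at -2.92 and MARCO at -1.73. In the neutrophil or granulocyte precursor list, 3 of 8 were higher and 4 lower, with S100A12 (6.78) and S100A8 (5.47) at one end and AZU1 (-2.21) and PRTN3 (-1.43) at the other, and a median of -0.37 at the 24.6 percentile, or the 1.64 percentile once the trend with intronic length is subtracted. ATP6V0D2, MMP9 and DCSTAMP were the measured members of the osteoclast list, with ratios of 3.07, 3.41 and -1.73 and a median of 3.07 above all random lists. Without SP11 cluster 5 the ratio of ATP6V0D2, which sets that median, was 0.12, that of MMP9 2.80, that of DCSTAMP -2.36 and that of S100A12 5.53. Other marker lists had medians of -0.11 for the T lineage (71.1 percentile), 0.26 for B cells (91.1), -1.45 for NK cells (5.31), -0.92 for erythroid cells (33.0) and 0.15 for endothelial cells (73.1), on 1 to 3 genes each.

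RNA held in the nucleus or in mitochondria was lower in the SP11 library. The nuclear-retained RNAs NEAT1 (-2.01), MALAT1 (-0.96), KCNQ1OT1 (-2.29) and SNHG14 (-2.18) were all at least 1.5-fold lower. Of 13 mitochondrially encoded genes, 11 were at least 1.5-fold lower (5 relative to the median gene), the median of -0.86 lay below all random lists, and MT-ATP8 (-4.45) and MT-ND6 (-3.86) were lowest while MT-CO2 (0.12) was highest. The median of 36 measured histone genes was -2.44, and these genes were not on the list of nuclear-retained RNAs. The median of 1339 long noncoding RNAs was -1.22, against -0.28 for 10735 protein-coding genes. Of 16 glycolysis genes 4 were at least 1.5-fold higher, with ALDOA (1.23) and TPI1 (1.09) highest, and 2 lower, ALDOC (-2.40) and HK2 (-0.62), with 10 and 1 relative to the median gene, and the median was 0.28 at the 87.1 percentile. Immediate early genes had a median of 0.21 at the 99.5 percentile, with IER3 (2.26) highest.

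T-lineage transcripts were near 0 beside abundant granulocyte and monocyte transcripts in both libraries. Other cells mixed into a T-lineage culture would leave T-lineage transcripts abundant, but only 1 of 31 T-lineage markers, CD4, reached 10 CPM in either library, and monocytes make CD4 too. A label that names another line than the one sequenced would give the 19 of 42 monocyte and granulocyte markers that reached 10 CPM in both libraries, but this count restates the pattern and does not favour that explanation. MOLT4 cells that lost their T-lineage transcripts would also leave 1 T-lineage marker at 10 CPM, but loss alone does not account for the granulocyte and monocyte transcripts, and without a genotype of the cells these explanations cannot be told apart. No explanation by treatment was tested, since a response to SP11 could not make a pattern that the control library shares.

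Ratios of SP11 to control fell with intronic length. Among genes of similar GC content the weakest rank correlation was -0.20, among genes of similar exonic length it was -0.24, and without low-UMI clusters it was -0.34, so none of these removed the trend. An effect of SP11 treatment on transcription or splicing could give the correlation of -0.35, and so could a difference in library preparation that captures less nuclear RNA, in which nuclear-retained RNA had a median of -2.10. With 1 library per group these cannot be told apart. The lower BCL2 level overlaps this trend, as its ratio was -0.45 once the trend was subtracted.

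Whether SP11 cluster 5 is a cell state of its own stays open, as its cells stayed together under most settings run and joined larger clusters under others. Doublets with other cells of the library would carry the granule protease RNA of those cells, but for ELANE, AZU1 and PRTN3 the summed CPM was 0.225 times that of the rest (upper bound 0.303). This argues against a cluster made mainly of doublets whose cells hold similar amounts of RNA. It does not exclude some doublets, or doublets of cells with unequal RNA. Scrublet called 0 of the 20 cells. The study's list was used without FTH1, SERPINB2 and ISG15, which left 10 genes, TDO2 among them. The study named these genes for its cluster 5 from these same libraries. More SP11 than control cells with them was therefore partly set in advance, and the shares below cannot decide whether SP11 brings about the state. UMIs of 3 or more of these 10 genes were found in 1 of 963 thinned control cells (0.104%, 0.00263 to 0.577). In SP11 they were found in 6 of 769 thinned cells (0.780%, 0.287 to 1.69), with overlapping intervals, and all 6 lay in cluster 5. TDO2 was found in 1 thinned control cell and 21 thinned SP11 cells (2.73%, 1.70 to 4.14). Those intervals lay apart, but they cover counting error only. In control, 61 of the 64 TDO2 UMIs came from 1 cell, so the TDO2 ratio depends on that cell. The same cell held 38 of the 40 CCL4 UMIs, 109 of the 955 MMP1 UMIs and 55 of the 541 S100A9 UMIs. It held 0 of the 125 SPP1 UMIs and 0 of the 45 IL1B UMIs. TDO2, S100A9 and MMP1 were among the leading genes of both control cluster 0 and SP11 cluster 5. S100A9 lay at 75.5 CPM in control cluster 0 and 2197 CPM in SP11 cluster 5, and MMP1 at 128 CPM and 2061 CPM. With 1 library per group, a state that SP11 brings about cannot be told apart from a difference between the cultures.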
